# Profile of small interfering RNAs from cotton plants infected with the polerovirus Cotton leafroll dwarf virus

**DOI:** 10.1186/1471-2199-12-40

**Published:** 2011-08-24

**Authors:** Tatiane F Silva, Elisson AC Romanel, Roberto RS Andrade, Laurent Farinelli, Magne Østerås, Cécile Deluen, Régis L Corrêa, Carlos EG Schrago, Maite FS Vaslin

## Abstract

**Background:**

In response to infection, viral genomes are processed by Dicer-like (DCL) ribonuclease proteins into viral small RNAs (vsRNAs) of discrete sizes. vsRNAs are then used as guides for silencing the viral genome. The profile of vsRNAs produced during the infection process has been extensively studied for some groups of viruses. However, nothing is known about the vsRNAs produced during infections of members of the economically important family *Luteoviridae*, a group of phloem-restricted viruses. Here, we report the characterization of a population of vsRNAs from cotton plants infected with Cotton leafroll dwarf virus (CLRDV), a member of the genus *Polerovirus*, family *Luteoviridae*.

**Results:**

Deep sequencing of small RNAs (sRNAs) from leaves of CLRDV-infected cotton plants revealed that the vsRNAs were 21- to 24-nucleotides (nt) long and that their sequences matched the viral genome, with higher frequencies of matches in the 3- region. There were equivalent amounts of sense and antisense vsRNAs, and the 22-nt class of small RNAs was predominant. During infection, cotton *Dcl *transcripts appeared to be up-regulated, while Dcl2 appeared to be down-regulated.

**Conclusions:**

This is the first report on the profile of sRNAs in a plant infected with a virus from the family *Luteoviridae*. Our sequence data strongly suggest that virus-derived double-stranded RNA functions as one of the main precursors of vsRNAs. Judging by the profiled size classes, all cotton DCLs might be working to silence the virus. The possible causes for the unexpectedly high accumulation of 22-nt vsRNAs are discussed. CLRDV is the causal agent of Cotton blue disease, which occurs worldwide. Our results are an important contribution for understanding the molecular mechanisms involved in this and related diseases.

## Background

The RNA silencing pathway controls important biological processes in plants, including regulation of gene expression during development, heterochromatin formation, hormone signaling, metabolic processes, and stress responses, as well as being an important antiviral defense mechanism [1]. In plants, antiviral silencing can be triggered by the presence of viral double-stranded RNAs (dsRNA), which are generated by the viral RNA polymerase as an intermediate in genomic replication and transcription, or are predicted to form as secondary structures along single stranded viral genomic RNA (ssRNA) [2]. Both structures are recognized by Dicer-like (DCL) ribonucleases and are processed into virus-derived small interfering RNAs (vsRNAs) that vary in length from 21 to 24 nucleotides (nt) [3-5]. These vsRNAs are then loaded into Argonaute (AGO)-containing complexes known as RNA-induced silencing complexes (RISCs), which promote the degradation of both genomic and subgenomic viral RNAs [6,7].

DCL ribonucleases are present in both monocot and dicot plants. *Arabidopsis thaliana *contains four DCLs (AtDCLs1-4) [8], while the *Populus *and rice genomes encode five and six DCLs, respectively [9]. The diversity associated with Dicer ribonucleases, as well as other silencing-related proteins such as AGO, strongly suggest that several silencing pathways have evolved in plants. Correspondingly, in *Arabidopsis*, at least six silencing pathways have been identified, and the four DCLs involved are known to act hierarchically. For example, there are 21-nt vsRNAs and other small RNAs (sRNAs) associated with post-transcriptional silencing of endogenous genes generated by AtDCL4. In the absence of AtDCL4, 22-nt vsRNAs are produced by AtDCL2, and in the absence of both AtDCL4 and AtDCL2, 24-nt vsRNAs are produced by AtDCL3 [10-12]. Thus, AtDCL2-4 play essential roles in mediating the antiviral defenses of *Arabidopsis*. In contrast, AtDCL1 is mainly associated with the production of microRNAs, which represent a class of important regulatory RNAs derived from hairpin-like endogenous transcripts [13].

All of the four Dicer proteins expressed in *Arabidopsis *are usually present in other plants, also [14] (Additional file 1, figure s1). Correspondingly, 21-, 22-, and 24-nt vsRNAs have been detected in many plant hosts following infection [15]. However, based on the hierarchical roles of DCL4 and DCL2 in antiviral silencing, 21-nt vsRNAs are by far the most abundant class of sRNA found in plants infected with RNA or DNA viruses, followed by 22-nt vsRNAs [15-18]. Previous studies have shown that the accumulation of vsRNAs is affected by viral suppressors of gene silencing [11,19].

Suppressor proteins can directly bind vsRNAs [20-23], or inhibit key proteins of the gene-silencing pathway [24-26]. For example, the *Polerovirus *P0 protein and the P38 protein from *Turnip crinkle virus *(TCV) target AGO1, an important antiviral Argonaute protein [11,24,27-30]. Studies have shown that P0 preferentially targets AGO1, leading to its degradation, but does not affect the sRNA-RISC complex [26]. A similar action has been suggested for the P38 protein, which binds to AGO1 and may prevent the assembly of RISC. However, unlike P0, P38 does not affect the stability of AGO1 [30]. By preventing the association of AGO1 with RISC, P38 has the potential to destabilize a complex homeostatic network involving AGO1, microRNAs, and the four Dicer proteins. This would be consistent with the preferential accumulation of 22-nt vsRNAs observed following infection with TCV [30].

In this study, vsRNAs derived from cotton plants (*Gossypium hirsutum*) infected with Cotton leafroll dwarf virus (CLRDV) (genus, *Polerovirus*; family, *Luteoviridae*) were deep-sequenced and characterized. CLRDV is transmitted by the aphid, *Aphis gossypii*, and is the causal agent of cotton blue disease [31], which occurs in cotton crops world-wide. Consistent with other members of the same family, CLRDV is phloem-restricted and its genome consists of a single strand, positive sense, non-polyadenylated RNA (5.8 kb) containing six open reading frames (ORFs) [32]. This is the first report of vsRNAs derived from a member of the family *Luteoviridae *and the first report of vsRNAs in cotton plants.

## Results

### Characterization of CLRDV-derived sRNAs

To characterize the vsRNAs produced during CLRDV infection, sRNAs obtained from cotton-infected and uninfected plants were cloned and deep-sequenced using the Illumina platform. 

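Small RNA libraries were made from systemic leaves of 50-day-old plants, harvested 5 days after infection by aphids that stayed on older leaves for 24 h, and from the same leaves of uninfected plants. Of the 3 libraries analysed, 2 came from infected plants and 1 from uninfected plants. The names of the deposited sequence lists place infected replicate 1 and the uninfected library in the same sequencing run and channel, and infected replicate 2 in another run and channel, so the channel and the plants of replicate 2 cannot be told apart. The authors sorted the reads by index, removed the adapters, collapsed identical reads and deposited 1 list per read length from 18 to 26 nt, in which each distinct sequence carries the number of its reads. These numbers are raw counts, and the lists hold viral and plant sequences together. They add up to 6,569,610 reads in infected replicate 1, 11,914,703 reads in infected replicate 2 and 7,866,847 reads in the uninfected library. The paper's totals before selection by length are 10,566,377, 15,415,107 and 9,480,917 reads, and the shares of libraries given here use the 18-26-nt totals unless the text says otherwise. Because only 1 uninfected library was analysed, each infected library is reported on its own and set beside it. An exact permutation test of 2 libraries against 1 cannot give a p below 0.333, so no test of infection was made on these shares.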

A total of 10,566,377 and 9,480,917 reads were sequenced from systemic leaves harvested at 5 dpi from infected and uninfected plants, respectively (Figure 1A). 

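The genome sequence of the CLRDV-PV1 isolate, to which the authors mapped their reads, was not used here. A viral consensus was assembled in its place from the reads of both infected libraries, starting from 4,283 sequences of 21-24 nt that were at least 10 times more frequent in each infected library than in the uninfected one, and each base was set by the majority of the reads over it. The consensus was 5,612 nt long and held 6 ORFs in the order drawn in Figure 4A. ORF0 lay at positions 14-799, ORF1 at 168-2099, ORF2 at 1634-3385, ORF3 at 3573-4178 and ORF4 at 3604-4128. ORF5 followed the TAG stop codon of ORF3 in the same frame from position 4179 and met no stop codon before the last base, so the 3′ end of the genome is missing from the consensus. Setting the bases with the reads of either infected library alone changed 0 of them. Positions in the consensus were not converted to those of the authors' genome.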

Reads ranging from 18 to 26 nt were mapped in sense and antisense orientations to the viral genome. Only sequences showing no mismatches were regarded as CLRDV vsRNAs in the infected library. In total, 640,325 viral-derived sRNA reads were identified, covering almost the entire sequence of the genome. 

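On the consensus, 643,932 reads of infected replicate 1 matched without a mismatch, or 9.80% of its 18-26-nt reads (95% Wilson interval 9.78-9.82%). In infected replicate 2, 564,445 reads matched, or 4.74% (4.73-4.75%). The reads were amplified by PCR and carry no molecular identifiers, so these intervals cover counting error only, and the difference between the replicates was far wider than either of them. The largest change came with the totals of all reads sequenced that the paper states, over which the shares were 6.09% and 3.66%. Allowing up to 2 mismatches gave 760,570 reads in infected replicate 1 and 675,489 reads in infected replicate 2.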

In the uninfected library, only 1,967 reads matched with the CLRDV genome (corresponding to 0,025% of the 18-26 nt reads sequenced). 

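In the uninfected library, 2,054 reads matched the consensus without a mismatch, or 0.0261% of its reads (95% Wilson interval 0.0250-0.0273%). They belonged to 1,058 distinct sequences. Of these reads, 93.3% were of sequences also found in infected replicate 1, and 89.9% were of sequences also found in infected replicate 2. Of the reads of 21-24 nt among them, 19.6% (17.7-21.6%) lay in the 50-nt window at positions 4151-4200, which held 3.46% of such reads in infected replicate 1 and 2.59% in infected replicate 2.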

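The perfectly matching reads of infected replicate 1 were 36,502 distinct sequences, and those of infected replicate 2 were 35,411. Sequences with at least 2 reads numbered 24,120 and 24,045, respectively. With up to 1 mismatch the numbers were 84,288 and 81,495, and with up to 2 mismatches, which moved them most, they were 95,567 and 94,396. The 10 most abundant sequences held 9.44% of the vsRNA reads of infected replicate 1 and 4.47% of those of infected replicate 2.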

Of the vsRNA reads identified in infected plants, 51,607 were unique (Figure 1A). 

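Sense reads made up 47.0% of the vsRNA reads in infected replicate 1 (95% Wilson interval 46.9-47.1%) and 50.3% in infected replicate 2 (50.2-50.5%). The distance between the replicates was thus wider than the counting error, and only replicate 1 had fewer sense than antisense reads. With each distinct sequence counted once, the sense shares were 49.4% and 49.5%. Without the reads overlapping the hottest 22-nt window of each library, the share in infected replicate 1 was 48.7% and that in infected replicate 2 was 49.3%.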

Equivalent amounts of sense and antisense vsRNAs were found in the CLRDV-infected cotton library, suggesting that vsRNAs derived from the cleavage of dsRNA are processed by Dicer ribonucleases (Figure 1B). To further characterize the vsRNA library, the frequencies of redundant and unique CLRDV-derived sRNAs ranging from 18 to 26 nt were analyzed (Figure 1). In both sets of analyses, 22-nt vsRNAs were the most abundant. For example, 22-nt redundant vsRNAs (Figure 1C) represented 36.61% of the total vsRNAs sequenced, followed by 23-nt and 21-nt vsRNAs (21.22% and 15.53%, respectively). 

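In infected replicate 1, 236,276 vsRNA reads were 22 nt long, or 36.7% (95% Wilson interval 36.6-36.8%). The 23-nt class followed with 21.9% (21.8-22.0%), the 21-nt class with 15.2% (15.1-15.3%) and the 24-nt class with 13.8% (13.7-13.9%), so that no intervals of these classes overlapped. The share of the 22-nt class moved most when only the reads of 21-24 nt were taken as the total, to 41.9%.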

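Among the unique vsRNAs of infected replicate 1, 6,553 were 22 nt long, or 18.0% (95% Wilson interval 17.6-18.3%). The 23-nt class, with 5,628 sequences, and the 21-nt class, with 5,625 sequences, could not be ranked at this depth. Sequences of 24 nt made up 12.8% (12.5-13.2%). With up to 1 mismatch, the share of the 22-nt class rose to 23.3%, and the 23-nt class followed with 19.4% and the 24-nt class with 14.6%.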

For the unique vsRNAs (Figure 1D), 22-nt represented 17.74% of the total vsRNAs sequenced, followed by 21-nt and 23-nt vsRNAs (15.42% and 15.23%, respectively). These data were confirmed through the deep sequencing, in an independent channel, of an additional cotton-infected RNA sample (Additional file 2 figure s2), generating 15,415,107 reads, of which 498,367 matched with the CLRDV genome. Together, these results suggest that the cotton homologue of DCL2 (GhDCL2) may be the predominant Dicer ribonuclease involved in their biogenesis.

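In infected replicate 2, 38.3% of the vsRNA reads were 22 nt long (95% Wilson interval 38.1-38.4%), followed by 20.5% of 23 nt (20.4-20.6%), 16.8% of 21 nt (16.7-16.9%) and 13.4% of 24 nt (13.3-13.5%). Among its unique vsRNAs, 18.9% were 22 nt long (18.5-19.4%), 16.5% were 21 nt long (16.1-16.9%) and 16.0% were 23 nt long (15.6-16.4%). The order of the classes by reads was the same in both infected libraries, and the 22-nt shares of the replicates differed by more than the counting error. Single vsRNAs varied more between the replicates than the classes did. Of 1,767 vsRNAs with a mean of at least 10 CPM, after scaling to equal vsRNA totals, 54.8% differed over 4-fold between the replicates.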

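The 22-nt class also led among the viral reads of the uninfected library, with 661 reads or 32.2% (95% Wilson interval 30.2-34.2%). It remained the largest class of reads in both infected libraries with up to 1 mismatch (35.7% and 37.5%) and with up to 2 mismatches (35.5% and 37.2%). From the predominance of the 22-nt class, the paper proposes the cotton homologue of DCL2 as a possible main Dicer ribonuclease in the biogenesis of the vsRNAs.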

**Figure 1:**
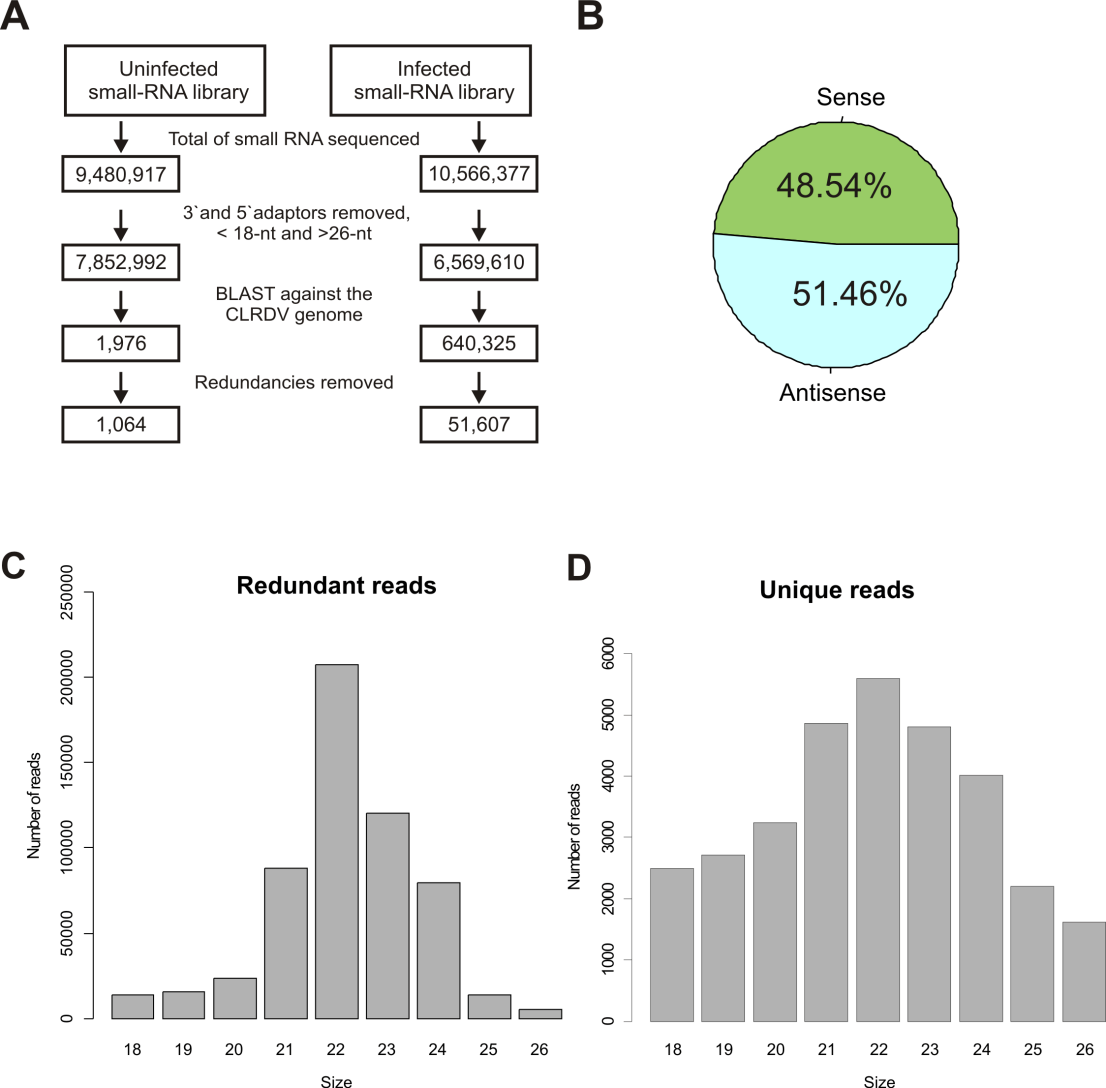
**Analysis of the CLRDV-vsRNA population**. **(A) **Diagram showing the stepwise computational extraction of vsRNA reads from small RNAs libraries recovered from infected and uninfected leaves. (**B**) Accumulation of sense and antisense vsRNAs reads. Percentage for each class of vsRNA from the infected library is shown within the pie graph. (**C**) Histogram representation of total and (**D**) unique vsRNA reads in each size class.

To determine whether the 22-nt reads are predominant only in the pool of vsRNAs or whether this is the dominant class among small RNAs of cotton, we compared the overall profile of small RNAs between the infected and the uninfected libraries. 

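Reads without a perfect match to the viral consensus were counted as endogenous, and they numbered 5,925,678 in infected replicate 1, 11,350,258 in infected replicate 2 and 7,864,793 in the uninfected library. The 24-nt class held 2,661,536 reads in infected replicate 1, 4,372,807 in infected replicate 2 and 3,469,513 in the uninfected library, and the 21-nt class held 677,830, 1,479,462 and 1,503,474 reads, respectively. Both classes ranked first and second in each library. A single sequence of 21 nt, TTTGGATTGAAGGGAGCTCTA, accounted for 757,084 reads of the uninfected library, or 50.4% of its 21-nt class, against 17.0% of the class in infected replicate 1 and 8.90% in infected replicate 2.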

In both libraries there was an abundance of the 24-nt class among the endogenous sRNAs, followed by the 21-nt class (Figure 2A and 2B). However, in infected plants, there were decreased levels of the 24- and 21-nt classes (Figure 2B) indicating that CLRDV infection may decrease the production of endogenous sRNAs.

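As a share of the endogenous reads, the 24-nt class made up 44.9% in infected replicate 1 (95% Wilson interval 44.9-45.0%), 38.5% in infected replicate 2 (38.5-38.6%) and 44.1% in the uninfected library (44.1-44.1%). The log2 ratio of infected to uninfected was 0.03 for replicate 1 and -0.20 for replicate 2, so its direction differed between the replicates. By number of reads the ratios were -0.38 and 0.33, again in opposite directions. The 21-nt class made up 11.4% (11.4-11.5%), 13.0% (13.0-13.1%) and 19.1% (19.1-19.1%) of the endogenous reads, with log2 ratios of -0.74 and -0.55. By number of reads these were -1.15 and -0.02, so that replicate 2 was practically unchanged. Without its most abundant sequence, the 21-nt class made up 9.68% in infected replicate 1, 12.0% in infected replicate 2 and 10.5% in the uninfected library, and the log2 ratio stayed below 0 in replicate 1 only (-0.12 and 0.19). Over all reads sequenced that the paper states, both classes were lower in both infected libraries, with log2 ratios of -0.54 and -0.37 at 24 nt and of -1.31 and -0.72 at 21 nt. From lower levels of both classes in infected plants, the paper proposes a possible decrease of endogenous sRNA production by infection.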

**Figure 2:**
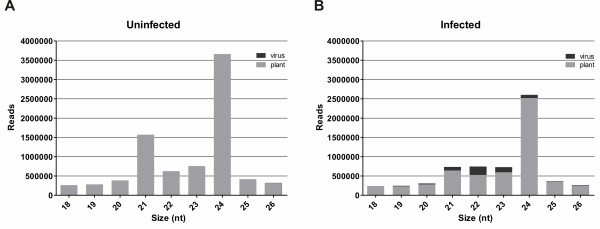
**Size distribution of CLRDV-vsRNA and endogenous sRNAs**. Histograms compare the distribution of 18-26-nt total sRNA reads with vsRNAs obtained from uninfected (**A**) and CLRDV-infected (**B) **cotton plants. Only 0.025% of total sRNA obtained from uninfected plant matched to the CLRDV genome (data not shown).

The high accumulation of the endogenous 24-nt sRNAs, followed by 21-nt sRNAs, are consistent with sRNA profiles in other plants (33,34). These findings indicate that the cotton RNA silencing machinery responsible for biogenesis of endogenous or viral sRNAs does not tend to produce 22-nt sequences. Therefore, the high levels of 22-nt CLRDV-vsRNA seem to be a result of the antiviral RNA silencing mechanism or a specific CLRDV-host interaction.

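Endogenous reads of 22 nt made up 9.32% of the endogenous reads in infected replicate 1 (95% Wilson interval 9.30-9.34%), 9.58% in infected replicate 2 (9.56-9.60%) and 7.53% in the uninfected library (7.51-7.54%). Those of 23 nt made up 10.6%, 9.16% and 9.12%.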

In *Arabidopsis*, the 5- terminal nucleotide partially determines the preference of sRNAs for AGO proteins. Therefore, the distribution of 5- terminal nucleotides was determined for the sequenced vsRNAs (Figure 3). 

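The first nucleotide was counted over all perfectly matching reads of each size class. At 21 nt in infected replicate 1, C led with 31.5% of the reads (95% Wilson interval 31.2-31.8%), ahead of A with 27.1% (26.8-27.4%), and G was lowest with 14.6% (14.4-14.8%). At 22 nt, C made up 40.8% (40.6-41.0%) and G 10.0% (9.89-10.1%). At 23 nt, A led with 35.0% (34.7-35.2%), C followed with 34.0% (33.7-34.2%) and G made up 7.80% (7.66-7.95%). In infected replicate 2, T led at 21 nt with 31.4% (31.1-31.7%) against 29.4% for C (29.2-29.7%), and at 22 nt with 36.6% (36.4-36.8%) against 34.9% for C (34.7-35.1%). At 23 nt in this library, A made up 30.9% (30.6-31.1%) and C 28.2% (27.9-28.4%), and G was again lowest in all 3 classes. The leading nucleotide thus differed between the infected libraries at 21 and 22 nt, by more than the counting error, and was A in both at 23 nt. The shares moved most with each distinct sequence counted once, when C made up 27.7% of the 22-nt class in replicate 1 and 28.4% in replicate 2.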

For all three types of CLRDV-vsRNAs characterized (i.e., 21-, 22- and 23-nt), cytosine was the most commonly occurring nucleotide at the 5- terminus (32.09%, 42.27%, and 36.65%, respectively), while guanine was the least common (14.98%, 9.62%, and 8.12%, respectively). In contrast, 24-nt CLRDV-vsRNAs often had adenine at the 5- terminus (53.24%), or guanine (23.26%). 

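Among 24-nt vsRNA reads, A made up 53.3% in infected replicate 1 (95% Wilson interval 52.9-53.6%) and 53.7% in infected replicate 2 (53.4-54.1%), and G made up 22.2% (21.9-22.5%) and 22.9% (22.6-23.2%). With each distinct sequence counted once, A made up 33.7% and 31.7% and was still the leading nucleotide. G fell to 21.5% and 21.9% and was then below T, at 24.2% and 23.9%, though within counting error in infected replicate 2. In that library G was also below C, at 22.5%, again within counting error.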

For comparison, *Arabidopsis *AGO1 has a 5- nucleotide preference for uracil, AGO2 and AGO4 have a preference for adenine, and AGO5 preferentially loads sRNAs with cytosine at the 5- terminus [33-35]. Therefore, the results of the present study suggest that CLRDV-vsRNAs can be potentially loaded by multiple AGO-containing complexes. However, 21-23 nt CLRDV-viRNAs may be preferentially loaded by AGO5, while 24-nt CLRDV-vsRNAs would be loaded by AGO 2 and/or AGO4.

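The 4 nucleotides were about equally frequent in the consensus, where A made up 25.4%, C 25.4%, G 24.6% and T 24.6% of the sense strand. Among endogenous reads of 22 nt, T led in every library, with 34.2% in infected replicate 1, 32.8% in infected replicate 2 and 37.2% in the uninfected library. Among endogenous reads of 24 nt, A led with 65.8%, 60.7% and 60.4%. The paper sets the first nucleotides of the vsRNAs beside the preferences of Arabidopsis AGO proteins, and proposes from this that several AGO complexes can potentially load them.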

**Figure 3:**
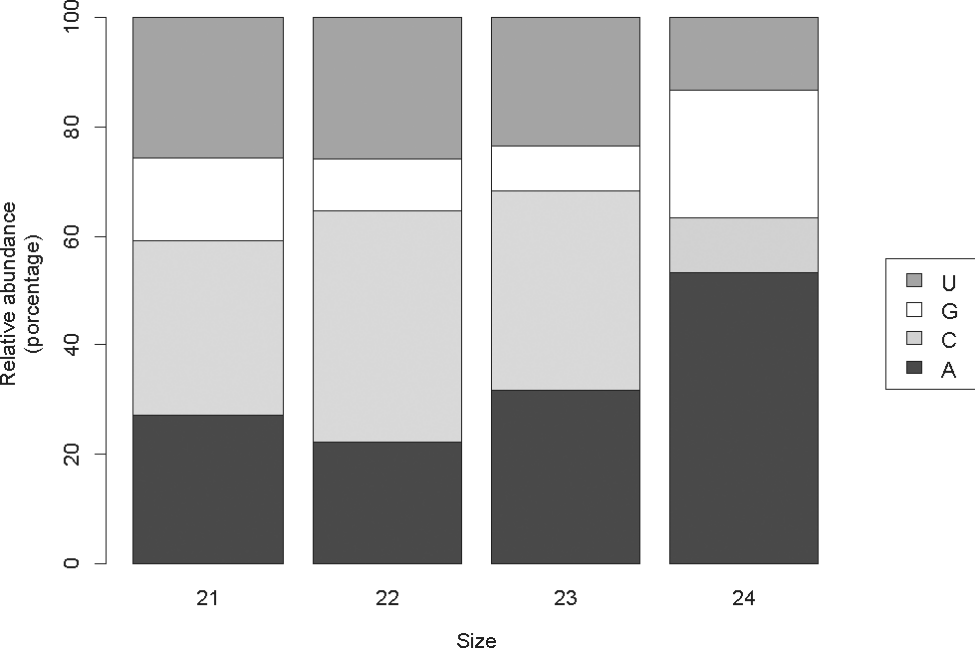
**Characterization of vsRNAs 5' -terminal nucleotide**. Relative abundance of four distinct 5' -terminal nucleotides in 21-24-nt vsRNAs in CLRDV-infected plant.

### Distribution of vsRNA abundance

To examine the spatial distribution and sequence diversity of the viral sRNAs identified, redundant (Figure 4B) and unique (Figure 4C) 21-24 nt vsRNA sequences were mapped to the CLRDV genome. 

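Reads of 21-24 nt were assigned to the consensus by the middle of their match, and numbered 563,770 in infected replicate 1 and 502,127 in infected replicate 2. The stretch from the start codon of ORF3 to the last base of the consensus, 36.4% of its length, held 80.2% of these reads in infected replicate 1 (95% Wilson interval 80.1-80.3%) and 77.7% in infected replicate 2 (77.6-77.8%). Of the unique sequences, it held 48.7% (48.0-49.3%) and 47.5% (46.9-48.2%), which is still above its share of the length. Within the sequence upstream of it, ORF0 held 2.39% of the reads in infected replicate 1 and 2.65% in infected replicate 2, ORF1 7.82% and 9.14%, and ORF2 11.1% and 12.5%.

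**Figure D1:**
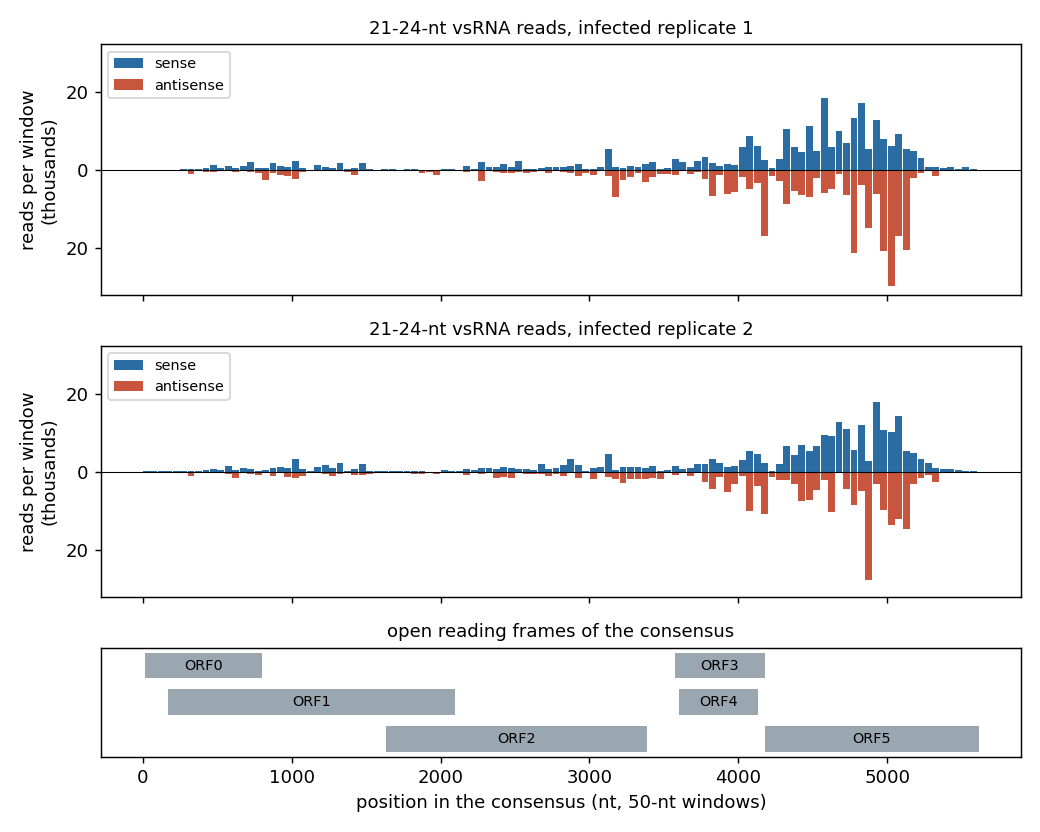
Number of 21-24-nt vsRNA reads per 50-nt window of the consensus (position in nt) in infected replicate 1 (top) and infected replicate 2 (middle), with sense reads above 0 and antisense reads under it, and the ORFs of the consensus (bottom). Most reads of either library lie to the right of position 3573, the start of ORF3.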

For both classes of sequences, the distribution of CLRDV-vsRNAs along the genome was non-uniform, with most of the vsRNAs accumulating in the 3- region of the genome. This part of the genome encodes structural proteins and proteins that assemble subgenomic RNAs during infection [31]. The greatest numbers of redundant reads were associated with position 5049-5070, with 398,897 reads identified. 

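For each 22-nt window of the consensus, the reads of 21-22 nt lying wholly within it were counted. In infected replicate 1, the window at positions 4992-5013, with the sense sequence GCCACAACTTTAGTCGATTTCG, held the most, 19,830 reads or 3.52% of its 21-24-nt vsRNA reads (95% Wilson interval 3.47-3.57%). Of these, 16,722 were the antisense sequence CGAAATCGACTAAAGTTGTGGC, which had 558 reads in infected replicate 2 and 7 in the uninfected library. In infected replicate 2, this window held 924 reads, or 0.184% (0.173-0.196%), and ranked 53rd, so its rank rests on replicate 1. The next most abundant vsRNAs by their mean over the infected libraries were CGGTTTCAGATTCGCTTTCGCCT at positions 4940-4962, with 9,894 reads in infected replicate 1 and 172 in infected replicate 2, and CTATTTAGGATTGTGGAATTGGC at positions 4156-4178, with 6,679 and 1,450 reads, both antisense, and their ranks also rest on replicate 1. Up to 29,666 reads of 21-24 nt covered a base of the window in infected replicate 1, and up to 11,848 in infected replicate 2.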

Overall, this region of the genome was highly represented. In addition, a large number of reads mapped to ORF5, a region encoding an aphid-transmission protein. However, after the unique vsRNAs were aligned with the genome (Figure 4C), there were regions associated with an absence of vsRNA reads. 

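The part of ORF5 in the consensus, 25.6% of its length, held 64.6% of the 21-24-nt vsRNA reads of infected replicate 1 (95% Wilson interval 64.4-64.7%) and 63.4% of those of infected replicate 2 (63.2-63.5%). ORF3, directly upstream, held 15.7% (15.6-15.8%) and 14.4% (14.3-14.5%), and ORF4 within it held 11.4% and 11.5%. Of the unique sequences, ORF5 held 35.0% and 33.6%. In the uninfected library, 46.2% (43.8-48.6%) of the 1,670 viral reads of these lengths were in ORF5 and 33.4% (31.2-35.7%) in ORF3.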

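Leaving out 25 nt at each end, 5,562 positions of the consensus were examined for unique 21-24-nt vsRNAs without a mismatch. In both infected libraries, 0 positions were uncovered, also with only the sequences of at least 2 reads. Because the consensus was built from overlapping reads of these libraries, this follows from its construction and cannot show whether a stretch of the authors' genome lacked reads. In the uninfected library, whose reads were few, 1,516 positions or 27.3% were uncovered.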

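A stretch of 21 nt of the consensus that starts 899 nt and ends 879 nt upstream of the hottest window of infected replicate 1 was examined, the distances at which the authors' empty stretch lies from their hot spot. It spans positions 4093-4113, with the sense sequence GAATCTTATACAAAGGCAATG, provided that no bases are inserted or deleted between the consensus and the authors' genome. Each base of it was covered by at least 2,710 perfectly matching reads in infected replicate 1 and 3,387 in infected replicate 2, and by at least 139 and 122 unique sequences. With up to 2 mismatches, the lowest coverage was 3,238 and 3,937 reads. That the stretch was covered also follows from the construction of the consensus. It cannot show whether the authors' stretch lacked reads.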

When the same alignment was performed and up to two mismatches were allowed, only positions 4150-4170 did not match with any vsRNA reads (data not shown). Therefore, it is possible that this region may have a structural characteristic that makes it less accessible to Dicer ribonucleases, although sequencing artifacts cannot be ruled out. Furthermore, the hot-spots for vsRNAs that were found to be associated with the 3- region of the CLRDV genome might be generated by the massive accumulation of viral subgenomic RNAs (sgRNA) observed in leaves [15,36].

**Figure 4:**
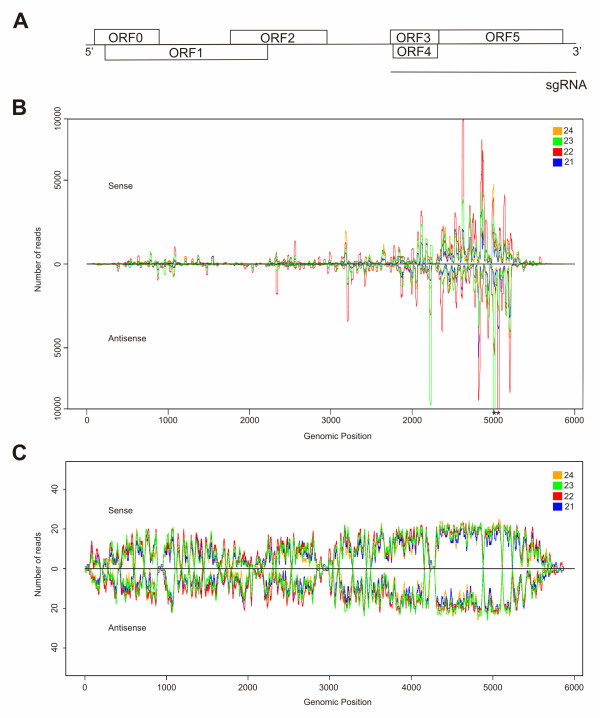
**Genome view of CLRDV-derived sRNAs recovered from infected cotton plants**. (**A**) Schematic representation of CLRDV genome. ORF0 = silencing suppressor protein; ORF1 and ORF2 = virus RNA polymerase; ORF3 = capsid protein; ORF4 = movement protein; ORF3 and ORF5 = readthrough transmission protein. Distribution of total (**B**) and unique (**C**) vsRNAs along viral genome, in either sense (above × axis) or antisense (below × axis) configuration. Figure 4B was scaled to 10000 reads to facilitate the visualization of the obtained data, thus, peaks that eventually were major than 10000 reads were indicated by asterisks.

An analysis of the unique reads that mapped to the CLRDV genome indicated that all Dicer ribonucleases were able to access the entire viral genome. Similar amounts of 21-24-nt vsRNAs corresponding to sense and antisense strands of viral RNA (Figure 4C) were present in our library, reinforcing that virus-derived dsRNAs are the main source of vsRNAs. Furthermore, peaks of both the abundance (Figure 4B) and diversity (Figure 4C) of 21-24 nt reads showed similar patterns of distribution along the genome. These results suggest that all DCL ribonucleases contribute to the generation of vsRNAs with similar substrate affinities and target the same regions of the genome. However, the fact that the 22-nt class of vsRNAs was the most prominent class supports the hypothesis that GhDCL2 may play a role in the generation of CLRDV-vsRNA.

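Sense sequences made up 49.4% of the unique 21-24-nt vsRNAs in infected replicate 1 (95% Wilson interval 48.7-50.0%) and 49.3% in infected replicate 2 (48.6-49.9%). In the 21, 22, 23 and 24-nt classes of replicate 1 the shares were 49.2%, 49.2%, 49.7% and 49.3%. Dicing of dsRNA leaves duplexes whose strands overhang each other by 2 nt at the 3′ ends, so for each sense sequence of 21-22 nt an antisense sequence of the same length was looked for at that offset and at the other offsets of up to 10 nt. At the 2-nt overhang, 67.1% of the sense sequences in infected replicate 1 and 67.3% in infected replicate 2 had a partner, against a median of 62.3% and 62.8% and a highest value of 66.1% and 65.9% at the other offsets. The 2-nt overhang ranked first of 21 offsets in both libraries, but in both of them the next offset was within counting error. In infected replicate 1, all offsets from -10 to -1 nt, the side of the 2-nt overhang at -2 nt, lay above those from 0 to 10 nt at both lengths. In infected replicate 2, its interval overlapped that of the offset of -1 nt at 21 nt (63.3% and 62.7%) and at 22 nt (70.7% and 68.7%). For the 21-nt sequences of infected replicate 1, an overhang of 3 nt was level with that of 2 nt (62.5% against 62.6%). With at least 2 reads per sequence, the 3-nt overhang ranked above the 2-nt overhang there (52.6% against 52.5%). The sequences cover the consensus densely, so that most have a partner at any offset, and with at least 20 reads per sequence the share was 28.3% and 28.9%. From similar amounts of both strands, the paper proposes virus-derived dsRNA as the main source of the vsRNAs.

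**Figure D2:**
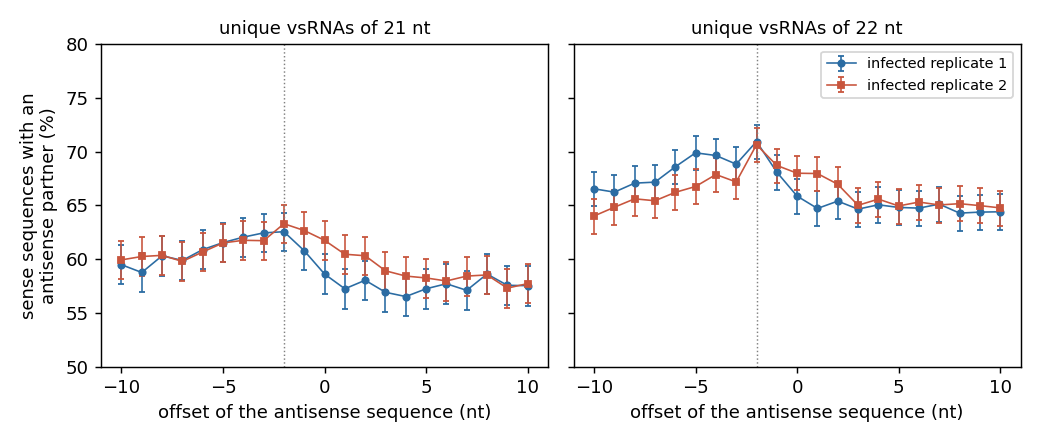
Percent of unique sense vsRNAs of 21 nt (left) and 22 nt (right) that have an antisense sequence of the same length at each offset (in nt) in infected replicate 1 and infected replicate 2, with 95% Wilson intervals. The dotted line marks the offset of -2 nt, that of a 2-nt 3′ overhang, where the share is highest in each panel for both libraries. The vertical axis runs from 50% to 80%.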

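Profiles of the 21, 22, 23 and 24-nt vsRNA reads were compared over 112 windows of 50 nt along the consensus. Spearman's rho across windows was between 0.926 and 0.972 for the 12 pairs of classes, 6 in each infected library. Each had a one-sided circular-shift permutation p of 0.00893, the smallest that 112 shifts can give, and the same value after Benjamini-Hochberg adjustment over the 12 pairs. Neighbouring windows are not independent replicates. Another 9 relations between profiles were computed as a family of their own. Between reads and unique sequences of 21-24 nt, rho was 0.933 in infected replicate 1 and 0.937 in infected replicate 2. Between sense and antisense reads, rho was lower, at 0.696 and 0.723. The highest adjusted permutation p in this family was 0.0179. From similar distributions of total and unique 21-24-nt reads, the paper proposes that all DCLs act with similar affinities on the same genome regions.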

### Expression of Cotton DCL ribonucleases during infection

Assays of TCV infection have detected a high abundance of 22-nt vsRNAs [11,19,30] associated with the silencing suppressor protein, P38. During infection, P38 inactivates AGO1 by down-regulating miR162. As a result, low levels of miR162 directly and/or indirectly affect transcript levels of *Dcl1, 3*, and *4 *[30]. To determine whether a similar mechanism might be activated in cotton-infected plants, we analyzed the expression levels of mature miR162 and *Dcls *in CLRDV-infected and uninfected plants.

In contrast with TCV infection of *Arabidopsis*, qPCR experiments detected almost three-fold higher levels of Gh-miR162 in infected versus uninfected cotton plants (Figure 5A). Furthermore, *in silico *analysis of miRNAs in the deep-sequencing libraries from infected versus uninfected libraries showed similar results, with Gh-miR162 levels slightly up-regulated during CLRDV infection (data not shown). 

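Gh-miR162 was taken as the 21-nt sequence TCGATAAACCTCTGCATCCAG, the miR162 sequence conserved among plants, whose 3′ end pairs with the end of the stem-loop primer in Table 1. The forward primer listed there does not match it, but the 3′ part of this primer is the complement of the start of the sequence written in the same direction. It had 529 reads in infected replicate 1, 811 in infected replicate 2 and 355 in the uninfected library, or 89.3, 71.5 and 45.1 CPM of the endogenous reads. After TMM normalization, its log2 fold change was 0.43 (standard error 1.68, adjusted p = 0.959 from limma's moderated test with Benjamini-Hochberg adjustment over 57,465 sequences), with higher values in both infected libraries. The single uninfected library was assumed to vary like the infected ones. The standard error came from the trend of variance with abundance over all sequences, not from the replicates of Gh-miR162 itself. The log2 fold change was 0.15 without infected replicate 1, when the median of all sequences was 0.72. Without infected replicate 2 it was 0.72, when the median was 0.15. Without TMM normalization it was 0.82. With only the sequences of at least 100 counts it was 0.30, and the normalized value of infected replicate 2 (5.69 on the log2 scale) was then below that of the uninfected library (5.85). The median log2 fold change of all sequences tested was 0.62, and 1.01 without TMM normalization. Of these sequences, 23.0% had no read in at least 1 library, and the median of the 44,249 with reads in all 3 libraries was 0.13. With a minimum of 10 counts its log2 fold change was 0.84 and the median of all sequences 0.55. Gh-miR162 thus lay below or above the median depending on the sequences and the infected library included. Its change relative to the other endogenous sequences was therefore not settled.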

The levels of mRNAs for cotton DCLs were assayed, and there were no significant differences in the levels of *Dcl1 *(*GhDcl1*) and *Dcl3 *(*GhDcl3*) transcripts (Figure 5B) between uninfected and infected plants. In contrast, *GhDcl4 *was up-regulated during infection, while *GhDcl2 *was down-regulated (Figure 5B). Taken together, these results suggest that the high levels of 22-nt vsRNAs produced in CLRDV-infected plants may represent a mechanism distinct from that previously described for TCV infections.

**Figure 5:**
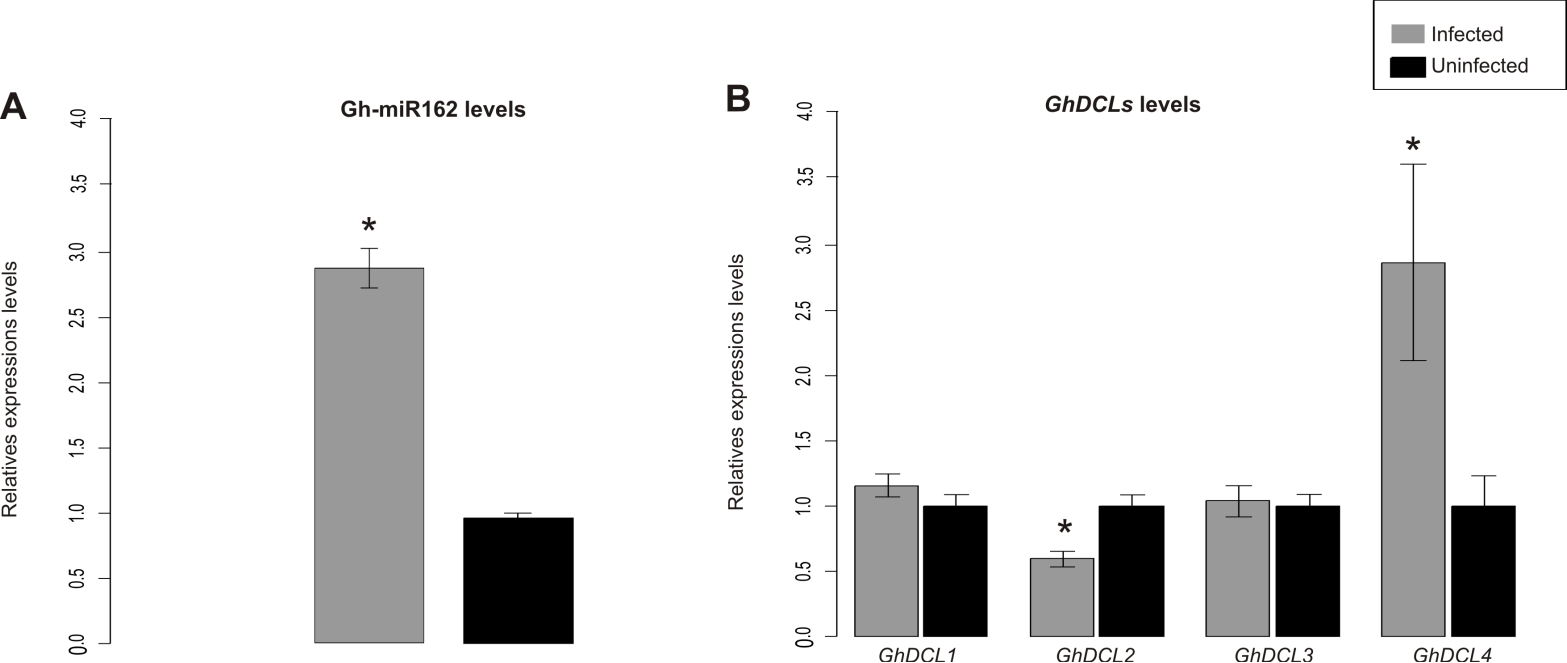
**Quantitative RT-PCR analysis**. Expression levels of Gh-miR162 (**A**) and cotton Dcl mRNAs (**B**) in infected and uninfected plants. Relative expression levels were estimated using polyubiquitin and catalytic subunit of protein phosphatase 2A genes as internal controls. Error bars indicate standard deviations. P values were calculated by t-tests with a significance level of P < 0,05. Asterisks indicate significant differences.

## Discussion

This is the first report of the characterization of small RNAs produced from a member of the genus *Polerovirus*, family *Luteoviridae*. The profile of vsRNAs generated in cotton plants infected with CLRDV revealed some interesting features regarding their biogenesis. For example, both sense and antisense orientations of CLRDV-derived sRNAs accumulated to similar levels (Figure 1B). However, several other studies have found that sense vsRNAs accumulate to higher levels in some hosts [16,17,23]. In those cases, strand biases are usually attributed to preferential processing of highly structured single-stranded genomic viral RNAs by Dicer ribonucleases [15,23]. Despite these differences and considerable experimental efforts, however, the existence of a direct correlation between vsRNA hot-spots and structured regions of genomic viral RNAs has never been proven [15]. The accumulation of equivalent amounts of sense and antisense CLRDV-vsRNAs observed in the present study supports the hypothesis that CLRDV-dsRNAs, which are generated by viral RNA polymerases during genome replication or by the activity of host RNA-dependent RNA polymerases [2], are the main substrates for Dicer ribonucleases. Since the P0 silencing suppressor protein from *Polerovirus *was already shown to inhibit production of secondary vsRNAs in 35S-promoter-driven agroinfiltration assays [27,28,37], it may be speculated that the main substrate of cotton DCLs during CLRDV infection is probably the replicative intermediate forms of viral genomic RNAs. However, the mechanism of P0 protein action in the formation of the secondary siRNAs during virus infection remains unclear.

Overall, the distribution profile of CLRDV-vsRNAs within the genome varied considerably. High vsRNA densities were identified in regions coding for structural proteins, especially in the ORF5 region (Figure 4). Previously, it was shown that genes encoding structural proteins in the family *Luteoviridae *are expressed from subgenomic RNAs (i.e., sgRNA1 and sgRNA2) [38]. Moreover, studies of the *Polerovirus*, Potato leafroll virus (PLRV), also identified two sgRNAs associated with the 3- block of the viral genome [39]. The transcription of sgRNA1 provides for expression of ORFs 3, 4, and 5, while that of sgRNA2 (~800 nt) encodes two proteins located within the 3- proximal half of ORF5. Since sgRNAs are highly expressed during the infection cycle, an over-accumulation of vsRNAs derived from this region of the genome might be due to a greater availability of dsRNA intermediate templates for processing. Accordingly, the hot-spot of vsRNAs mapped to ORF5 might be due to the expression of sgRNA2, which is also derived from this region of the genome. Although the synthesis of sgRNA2 by CLRDV has not previously been reported, the ACAAAA motif present at the 5- end of sgRNA1 and sgRNA2 from other Poleroviruses [40] is also present in the ORF5 of CLRDV (position 4821-4828) (data not shown). 

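The motif ACAAAA occurs at 1 place in ORF5 of the consensus, at positions 4763-4768, in the sequence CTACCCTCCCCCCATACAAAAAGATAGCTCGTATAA. It starts at the 585th nucleotide of ORF5, 229 nt upstream of the hottest window of infected replicate 1 and 850 nt from the last base of the consensus. The 300 nt from the motif onward held 157,542 reads of 21-24 nt in infected replicate 1, or 27.9% (95% Wilson interval 27.8-28.1%), and 127,529 in infected replicate 2, or 25.4% (25.3-25.5%). The 300 nt before it held 88,353 reads, or 15.7% (15.6-15.8%), and 84,890 reads, or 16.9% (16.8-17.0%). Over the whole of ORF5 in the consensus the step was small, with 241 reads per nt before the motif and 262 from it onward in infected replicate 1, and 214 and 227 in infected replicate 2. Elsewhere in the consensus, the motif occurs at positions 824-829, 1759-1764, 1990-1995 and 3361-3366.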

Based on these results, it is possible that sgRNA2 is produced by CLRDV.

Depending on their length and 5- identity, sRNAs are selectively loaded into multiple AGO complexes [33,34]. Previous studies have shown that plant virus-specific sRNAs beginning with uracil or adenine are preferentially loaded into AGO1, AGO2, and AGO4 [15-17]. In fact, AGO1 and AGO2 are required for the anti-viral silencing pathway in *Arabidopsis *[41-43]. However, 21-23 nt CLRDV-vsRNAs usually have a cytosine at the 5- terminal position (Figure 3), indicating that they may be loaded into a cotton homologue of AGO5. Although the AtAGO5 has no detectable anti-viral function against Cucumber mosaic virus (CMV) [8,43,44], CMV-vsRNAs have been detected in AtAGO5 immunoprecipitates, indicating that the protein may act in the biogenesis of secondary vsRNAs [35]. Moreover, a predominance of 5- terminal cytosines has been observed for some viroid-derived sRNAs [45]. In contrast, most 24-nt CLRDV-vsRNAs have adenine at the 5- terminal (Figure 3), indicating that they can be loaded into cotton AGO2 and AGO4 homologues. In *Arabidopsis*, the association between 24-nt sRNAs and AGO4 has been well-characterized as a mediator of transcriptional silencing for transposons and repeated sequences [41]. In addition, the decreased number of vsRNAs that start with guanine is correlated with the absence of AGO proteins that might otherwise have an affinity for those sRNAs.

The balance between antiviral silencing and suppression mechanisms can directly influence the accumulation of vsRNAs within infected plants. While the functions of the four DCL proteins present in *Arabidopsis *are well characterized, Dicer ribonucleases from other species, including cotton, remain largely unstudied. However, if the mechanism(s) associated with DCL ribonucleases is conserved between cotton and *Arabidopsis*, then the predominance of 22-nt vsRNAs associated with CLRDV infection would be hypothesized to be the result of GhDCL2 activity. Although 22-nt CMV-vsRNAs produced by AtDCL2 are poor effectors of antiviral defense in *Arabidopsis *[43], other studies have detected a predominant population of 22-nt vsRNAs following infection with certain plant viruses and viroids [11,15,19,36,45]. For example, Cymbidium ring spot virus (CymRSV) and TCV infections are associated with an abundance of 22-nt vsRNAs, which seem to be related to the activity of the suppressor proteins P19 and P38 [11,15,19]. P19 can specifically sequester 21-nt duplex sRNAs [46], while P38 can indirectly block AtDCL4 activity by suppressing AGO1 function [30]. During TCV infection in *Arabidopsis, AtDCL1 *levels are indirectly increased due to the P38-mediated down-regulation of microRNAs, including miR162, a negative regulator of *AtDcl1 *transcripts [47]. Since AtDCL1 negatively regulates *AtDcl4 *and *AtDcl3 *[48], over-accumulation of AtDCL1 generates a deficit in the levels of AtDCL4 and AtDCL3, leaving dsRNAs more accessible to AtDCL2 [30]. The *Polerovirus *P0 suppressor protein is also able to destabilize AGO1 [24,27,28]. Although the activity of CLRDV P0 has not yet been tested, the F-Box-like domain necessary for silencing that is conserved among P0 sequences from other members of the genus is also conserved in CLRDV (data not shown). Thus, CLRDV P0 has the potential to similarly affect cotton Dicer ribonucleases during the infection process. However, in this study, there were no significant changes in the levels of *GhDcl1, GhDcl2*, and *GhDcl3 *transcripts in infected plants (Figure 5B). Furthermore, *GhDcl4 *transcripts and Gh-miR162 were up-regulated (Figure 5A and 5B). The up-regulation of *Dcl4 *has been observed in other viral infections [49], but the levels of mature miR162 are inconsistent with what was observed during TCV infection [30]. It is possible that differences in tissue tropism between TCV and CLRDV, and/or differences in the silencing machinery of the host, account for the observed differences between the two viruses.

Members of the genus *Polerovirus *are restricted to the phloem cells of their hosts. Therefore, DCL activity in response to viral dsRNA may be cell-type dependent. Small RNAs derived from Hop stunt viroid (HSVd) infections in cucumber plants showed different sizes in different tissues [45]. For example, most of the sRNAs from infected whole leaves were 21-nt long, while those derived from phloem-sap were more frequently 22 nt in length. Although transgene-induced silencing in phloem cells of *Arabidopsis *is triggered by AtDCL4 [50], a difference in the affinity or expression of Dicer ribonucleases, or other silencing-related proteins such as dsRNA-binding proteins in companion cells, could possibly explain the tissue-dependent shift in sRNA size.

The production of vsRNAs following virus infection can vary depending on the host. For example, sRNAs derived from Bamboo mosaic virus are mainly 21 nt in length in *Arabidopsis*, but 22 nt in *Nicotiana benthamiana*. Therefore, these data suggest that DCL recruitment for vsRNA production is a host-dependent process [36]. This is the first report of a sRNA profile for cotton virus-infected plants. Further research is required to confirm whether the vsRNA profile observed here results from a viral silencing suppressor protein, or from factors such as phloem-restriction or cotton-specific factors that can activate an anti-viral silencing pathway.

## Conclusions

This is the first high-throughput sequencing of a member of the *Luteoviridae *family, CLRDV, from virus-infected cotton plants. This study shows that RNA silencing systems against CLRDV result in the production of 22-nt sRNAs as the predominant sRNA size class. All vsRNAs, independently of the size, and that these are derived mainly from the 3- region of the viral genome. The sequence data of sense and antisense vsRNAs strongly suggest that dsRNA molecules are the main source of the vsRNAs. During CLRDV infection, we observed up-regulation of *GhDcl4 *and down-regulation of *GhDcl2 *transcripts, which are the major DCLs in antiviral defense in the model plant *Arabidopsis*. There is still much to learn about the molecular mechanisms underlying the prevalence of the 22-nt CLRDV-vsRNAs.

## Methods

### Sample preparation and sequencing

Fifty-day-old cotton (*Gossypium hirsutum*) plants (cultivar FM966; Fibermax966) that are susceptible to cotton blue disease were infected with CLRDV using the viruliferous aphid, *Aphis gossypii*. Aphids were placed on older true leaves and removed 24 h after infestation. Systemic leaves (i.e., representing the youngest completely expanded leaves) were harvested 5 days post-infection (dpi). The same leaves were harvested from mock-infected plants as the control. Total RNAs were extracted from systemic leaves using the Invisorb Spin Plant RNA Mini Kit (Invisorb^®^).

The quantity and quality of RNA samples obtained were determined by spectrophotometry (Nanodrop ND-1000, Thermo Fisher Scientific) and agarose gel electrophoresis (Additional file 3, figure s3), respectively. Systemic infections were confirmed using nested (RT)-PCR assays to detect the viral capsid protein-encoding gene as previously described [51]. RNA samples were precipitated in ethanol and sequenced at the Fasteris Life Science Co. (Geneva, Switzerland) with an Illumina Genome Analyzer (Illumina, San Diego, USA). Small RNA libraries were prepared according to a modified Illumina protocol. Briefly, small RNAs of 15-30 nt were purified on an acrylamide gel; the 3- IDT miRNA cloning linker (Integrated DNA Technologies, San Diego, USA) and then the 5- Illumina adapters were single-stranded ligated with T4 RNA ligase. The constructs were purified again on an acrylamide gel to remove empty adapters and then reverse-transcribed and PCR-amplified. The primers used for cDNA synthesis and PCR were designed to insert an index in the 3- adapter. The libraries were quality controlled by cloning an aliquot into a TOPO plasmid and capillary sequencing 4-8 clones. High-throughput sequencing was performed on a Genome Analyzer GAIIx for 38 cycles plus 7 cycles to read the indexes. After demultiplexing and adapter removal, 10.5 million pass filter reads were obtained in the library.

All the deep sequencing libraries obtained are deposited at GEO (Gene Expression Omnibus) under the number GSE311062 http://www.ncbi.nlm.nih.gov/geo/info/submission.html

### Data mining of the sRNA pool

CLRDV-derived sRNAs sequences were identified using a local BLAST database of the CLRDV-PV1 isolate genomic sequence (accession number HQ827780). Library characterization and mapping to the viral genome were performed using locally developed Perl scripts. Further calculations and statistical analyses were performed using R 2.7.1 software (R Foundation for Statistical Computing).

### Real-time analyses

Primers used to amply the DCLs genes and Gh-miR162 are listed in Table 1.

**Table 1:** Primer sequences and amplicon characteristics of DCLs, XTH, and Gh-miR162

Gene	Forward primer sequence (5'-3')	Reverse primer sequence (5'-3')	Amplicon size (bp)	Efficiency ± SD*	R2	Locus accession number
DCL1	AACCCTGGGTGGTGTCCCCTG	ATGCCCCCTTTTGGCTGGCTC	132	0.928647 ± 0.0293724	0.9858	ES804646.1
DCL2	GATCGCTATCATGCTTCTCCGCAG	TGGGGAACCAAGAAGACAGCGAA	81	0.99522 ± 0.00361129	0.9903	DW488144
DCL3	ATGTCCACATGCCCCCTGAGCT	GGCCAACATTAAGGACTCCAGCCG	113	0.997162 ± 0.0071986	0.9646	DR462994
DCL4	GCTTCCAAGCGGCAACAGCATT	AGGATGCACAATCGCCTGAAGGAG	186	0.992603 ± 0.0051324	0.9706	DT568872
Gh-miR162	GCGGCGGAGCTATTTGGAGACG	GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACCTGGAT	72	0.884982 ± 0.032819	0.8519	-
XTH	GGAAAGGGTGACAGGGAACA	GGCTGGAGTTTTGGGTATGG	173 and 392**	-	-	AY189971.2

*Efficiency ± standard deviation (SD) generated by the Miners software. ** in DNA sample.

To measure expression levels of mature Gh-miR162, a stem-loop quantitative RT-PCR technique was used as previously described [52].

Complementary DNA was produced using the RevertAid First Strand cDNA Synthesis Kit (Fermentas) and 0.5 μg of total RNA previously treated with DNase I (Fermentas). cDNAs of the cotton DCL genes were synthesized by adding 100 μM Oligo (dT24V) primer. For synthesis of Gh-miR162 cDNA, 100 μM specific primer was added (Table 1). The presence of residual genomic DNA in the RNA samples was verified by PCR of the control gene xyloglucan endotransglycosylase (XTH) (accession number AY189971.2), using primers spanning two exons and RNA samples that were not reverse-transcribed (RT) (Additional file 4, figure s4).

Synthesized cDNAs were diluted 50 times and 2.5 μL of these dilutions were analyzed by quantitative PCR (qPCR). Assays were performed using a 48-well plate on an Step One Real-Time PCR system (Applied Biosystems) with Maxima™ SYBR Green/ROX qPCR Master Mix (Fermentas), following the manufacturer's instructions. The cycling conditions were as follows: 10 min at 95°C for initial denaturation, followed by 40 cycles of denaturation at 95°C for 15 s and annealing/extension at 60°C for 30 s. Results were normalized against cotton genes for polyubiquitin (accession number DW505546) and the catalytic subunit of phosphatase 2A (accession number DT545658) [53]. The reference genes were validated experimentally in specific CLRDV-infected samples (Additional file 5, figure s5). All reactions were performed using two independent biological samples and each sample was analyzed in triplicate wells. The mean value of each Ct triplicate was used for further calculations by the 2^-ΔCt ^method. Each PCR run included a no-template control containing water instead of cDNA.

The efficiency values of the DCLs and Gh-miR162 primers sets were estimated for each experimental set by Miner software [54], and are listed in Table 1. Amplification of a specific transcript was confirmed by the appearance of a single peak in the melting curve followed by agarose gel electrophoresis (Additional file 6, figure s6). The correlation coefficient (R2) was calculated for each transcript (Table 1). The values shown are averages obtained from three biological replicates, and relative expression levels were obtained by comparing infected plants with uninfected plants.

## Authors' contributions

TFS, RLC, EAdCR, and MSFV conceived and designed the experiments. TFS, LF, MØ, and CD performed the experiments. TFS, RRSA, EAdCR, and CEGS carried out bioinformatics analyses and analyzed the data. TFS, RLC, LF and MSFV contributed reagents, materials and analytical tools. TFS, RLC and MSFV wrote the paper. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Phylogenetic relationship between cotton Dicer ribonucleases and their homologues in other species**. **A**, **B**, **C**, and **D**, Unrooted Neighbor-joining tree constructed with DCL1, DCL2, DCL3, or DCL4 homologue sequences, respectively. Species used in the phylogeny were as follows: *Arabidopsis thaliana *(At), *Gossypium hirsutum *(Gh), *Medicago truncatula *(Mt), *Oryza sativa *(Os), *Physcomitrella patens *(Pp), *Populus trichocarpa *(Pt) and *Vitis vinifera *(Vv). Dashes below each tree represent amino acid regions used in alignment. Arrows represent fragments analyzed by qPCR. Bootstrap values from 1,000 replicates were used to assess the robustness of the trees. All DCL sequences, except cotton DCLs, were downloaded from Phytozome 6.0 http://www.phytozome.net/. ESTs from *G. hirsutum *containing incomplete DCL sequences were obtained from the NCBI database. The GhDCL1 consensus sequence was constructed with ESTs DT564382.1 (Helicase domain), and ES804646.1, together with DW238156.1 (two RNAse III and one Double stranded RNA binding (dsRB) domain). The GhDCL2 consensus sequence was constructed from two ESTs: DW484144 (DEAD-like helicases superfamily (DExD) domain) and ES806737 (second RNAse III domain). The GhDCL3 sequence was constructed from the ESTs DW477937 and DR462994 (PAZ and RNAse III domains, respectively). The GhDCL4 consensus sequence was constructed with ESTs ES841096 (PAZ domain) and DT568872 (RNAse III domain). Smart database [55] was used to identity DCL domains from their amino acid sequences. Click here for file

Additional file 2 **Analysis of biological duplicates of CLRDV-vsRNA populations**. Histogram showing total (**A**) and unique (**B**) vsRNA reads in each size class. Biological duplicates were subjected to deep sequencing in independent channels. Click here for file

Additional file 3 **Total RNA quality check**. Quality and integrity of each RNA sample was checked by electrophoresis on 0,8% non-denaturing agarose gels, as well as by absorbance at 260 and 280 nm. Click here for file

Additional file 4 **Confirmation of DNA-free status of RNA samples**. DNA contamination was checked by 2.0% agarose gel electrophoresis of products obtained in the xyloglucan endotransglycosylase (XTH) gene amplification reaction. Different sized fragments are amplified from genomic DNA (392 bp) and mRNA transcripts from cDNA (173 bp) with the designed primers. Before reverse transcription (-RT) reactions, RNA samples were used for PCR reactions and showed no amplification. Infected; RNA samples from plants independently infected with CLRDV. Uninfected; two biologically independent RNA samples from uninfected plants. DNA; genomic DNA amplification (positive control). Click here for file

Additional file 5 **Determination of reference genes for use in these experimental conditions**. Expression stability values of polyubiquitin (UBI), the catalytic subunit of phosphatase 2A (PP2A), and 18S ribosomal RNA (18S) candidate reference genes obtained by different algorithms. (**A**) Normfinder. (**B**) Delta CT method. (**C**) BestKeeper. (**D**) Genenorm. In Gennorm analysis, 0.15 is the cut-off value below which the inclusion of an additional reference gene is not required [56]. All analyses were performed via the Cotton EST Database http://www.leonxie.com/index.php. Click here for file

Additional file 6 **Test of specificity of RT-qPCR primers**. (**A) **Melting curves of the four *GhDcls *and Gh-miR162 sequence-related RNAs after RT-qPCR using SYBR-green. (**B**) Non-denaturing agarose (2.0%) gel electrophoresis showing amplification of single products with the expected size for each of the GhDCL gene transcripts and Gh-miR162. M represents O'GeneRuler 100 bp DNA Ladder (Fermentas). Click here for file

## References

[B1] VoinnetOOrigin, biogenesis, and activity of plant microRNAsCell2009136466968710.1016/j.cell.2009.01.04619239888

[B2] LlaveCVirus-derived small interfering RNAs at the core of plant-virus interactionsTrends in Plant Science2010151270170710.1016/j.tplants.2010.09.00120926332

[B3] HamiltonAJBaulcombeDCA species of small antisense RNA in posttranscriptional gene silencing in plantsScience1999286544195095210.1126/science.286.5441.95010542148

[B4] ZamorePDTuschlTSharpPABartelDPRNAi: double-stranded RNA directs the ATP-dependent cleavage of mRNA at 21 to 23 nucleotide intervalsCell20001011253310.1016/S0092-8674(00)80620-010778853

[B5] ZamorePDHaleyBRibo-gnome: the big world of small RNAsScience200530957401519152410.1126/science.111144416141061

[B6] FagardMBoutetSMorelJBBelliniCVaucheretHAGO1, QDE-2, and RDE-1 are related proteins required for post-transcriptional gene silencing in plants, quelling in fungi, and RNA interference in animalsProc Natl Acad Sci USA2000972111650116541101695410.1073/pnas.200217597PMC17255

[B7] BaumbergerNBaulcombeDCArabidopsis ARGONAUTE1 is an RNA Slicer that selectively recruits microRNAs and short interfering RNAsProc Natl Acad Sci USA200510233119281193310.1073/pnas.050546110216081530PMC1182554

[B8] BrodersenPVoinnetOThe diversity of RNA silencing pathways in plantsTrends in Genetics200622526828010.1016/j.tig.2006.03.00316567016

[B9] MargisRFusaroAFSmithNACurtinSJWatsonJMFinneganEJWaterhousePMThe evolution and diversification of Dicers in plantsFEBS Letters2006580102442245010.1016/j.febslet.2006.03.07216638569

[B10] BoucheNLauresserguesDGasciolliVVaucheretHAn antagonistic function for Arabidopsis DCL2 in development and a new function for DCL4 in generating viral siRNAsEMBO Journal200625143347335610.1038/sj.emboj.760121716810317PMC1523179

[B11] DelerisAGallego-BartolomeJBaoJKasschauKDCarringtonJCVoinnetOHierarchical action and inhibition of plant Dicer-like proteins in antiviral defenseScience20063135783687110.1126/science.112821416741077

[B12] FusaroAFMatthewLSmithNACurtinSJDedic-HaganJEllacottGAWatsonJMWangMBBrosnanCCarrollBJRNA interference-inducing hairpin RNAs in plants act through the viral defence pathwayEMBO Reports20067111168117510.1038/sj.embor.740083717039251PMC1679793

[B13] LiuBLiPCLiXLiuCYCaoSYChuCCCaoXFLoss of function of OsDCL1 affects microRNA accumulation and causes developmental defects in ricePlant Physiology2005139129630510.1104/pp.105.06342016126864PMC1203379

[B14] LiuQPFengYZhuZJDicer-like (DCL) proteins in plantsFunctional & Integrative Genomics20099327728610.1007/s10142-009-0111-519221817

[B15] DonaireLWangYGonzalez-IbeasDMayerKFArandaMALlaveCDeep-sequencing of plant viral small RNAs reveals effective and widespread targeting of viral genomesVirology2009392220321410.1016/j.virol.2009.07.00519665162

[B16] DonaireLBarajasDMartinez-GarciaBMartinez-PriegoLPaganILlaveCStructural and genetic requirements for the biogenesis of tobacco rattle virus-derived small interfering RNAsJournal of Virology200882115167517710.1128/JVI.00272-0818353962PMC2395200

[B17] QiXBaoFSXieZSmall RNA deep sequencing reveals role for Arabidopsis thaliana RNA-dependent RNA polymerases in viral siRNA biogenesisPLoS ONE200943e497110.1371/journal.pone.000497119308254PMC2654919

[B18] YanFZhangHMAdamsMJYangJPengJJAntoniwJFZhouYJChenJPCharacterization of siRNAs derived from rice stripe virus in infected rice plants by deep sequencingArchives of Virology2010155693594010.1007/s00705-010-0670-820396917

[B19] XieZJohansenLKGustafsonAMKasschauKDLellisADZilbermanDJacobsenSECarringtonJCGenetic and functional diversification of small RNA pathways in plantsPLoS Biology200425E10410.1371/journal.pbio.002010415024409PMC350667

[B20] LakatosLCsorbaTPantaleoVChapmanEJCarringtonJCLiuYPDoljaVVCalvinoLFLopez-MoyaJJBurgyanJSmall RNA binding is a common strategy to suppress RNA silencing by several viral suppressorsEMBO Journal200625122768278010.1038/sj.emboj.760116416724105PMC1500863

[B21] MeraiZKerenyiZKerteszSMagnaMLakatosLSilhavyDDouble-stranded RNA binding may be a general plant RNA viral strategy to suppress RNA silencingJournal of Virology200680125747575610.1128/JVI.01963-0516731914PMC1472586

[B22] CsorbaTBoviADalmayTBurgyanJThe p122 subunit of Tobacco Mosaic Virus replicase is a potent silencing suppressor and compromises both small interfering RNA- and microRNA-mediated pathwaysJournal of Virology20078121117681178010.1128/JVI.01230-0717715232PMC2168790

[B23] DingSWVoinnetOAntiviral immunity directed by small RNAsCell2007130341342610.1016/j.cell.2007.07.03917693253PMC2703654

[B24] PazhouhandehMDieterleMMarroccoKLechnerEBerryBBraultVHemmerOKretschTRichardsKEGenschikPF-box-like domain in the polerovirus protein P0 is required for silencing suppressor functionProc Natl Acad Sci USA200610361994199910.1073/pnas.051078410316446454PMC1413668

[B25] ZhangXJacobsenSEGenetic analyses of DNA methyltransferases in Arabidopsis thalianaCold Spring Harb Symp Quant Biol20067143944710.1101/sqb.2006.71.04717381326

[B26] CsorbaTLozsaRHutvagnerGBurgyanJPolerovirus protein P0 prevents the assembly of small RNA-containing RISC complexes and leads to degradation of ARGONAUTE1The Plant Journal624634722012888410.1111/j.1365-313X.2010.04163.x

[B27] BortolamiolDPazhouhandehMMarroccoKGenschikPZiegler-GraffVThe Polerovirus F box protein P0 targets ARGONAUTE1 to suppress RNA silencingCurrent Biology200717181615162110.1016/j.cub.2007.07.06117869109

[B28] BaumbergerNTsaiCHLieMHaveckerEBaulcombeDCThe Polerovirus silencing suppressor P0 targets ARGONAUTE proteins for degradationCurrent Biology200717181609161410.1016/j.cub.2007.08.03917869110

[B29] PfefferSDunoyerPHeimFRichardsKEJonardGZiegler-GraffVP0 of beet Western yellows virus is a suppressor of posttranscriptional gene silencingJournal of Virology200276136815682410.1128/JVI.76.13.6815-6824.200212050394PMC136274

[B30] AzevedoJGarciaDPontierDOhnesorgeSYuAGarciaSBraunLBergdollMHakimiMALagrangeTArgonaute quenching and global changes in Dicer homeostasis caused by a pathogen-encoded GW repeat proteinGenes & Development201024990491510.1101/gad.190871020439431PMC2861190

[B31] CorreaRLSilvaTFSimoes-AraujoJLBarrosoPAVidalMSVaslinMFMolecular characterization of a virus from the family Luteoviridae associated with cotton blue diseaseArchives of Virology200515071357136710.1007/s00705-004-0475-815789270

[B32] DistéfanoAJBonacic KresicIHoppHEThe complete genome sequence of a virus associated with cotton blue disease, cotton leafroll dwarf virus, confirms that it is a new member of the genus PolerovirusArchives of Virology20101551849185410.1007/s00705-010-0764-320677026

[B33] MiSCaiTHuYChenYHodgesENiFWuLLiSZhouHLongCSorting of small RNAs into Arabidopsis argonaute complexes is directed by the 5' terminal nucleotideCell2008133111612710.1016/j.cell.2008.02.03418342361PMC2981139

[B34] MontgomeryTAHowellMDCuperusJTLiDHansenJEAlexanderALChapmanEJFahlgrenNAllenECarringtonJCSpecificity of ARGONAUTE7-miR390 interaction and dual functionality in TAS3 trans-acting siRNA formationCell2008133112814110.1016/j.cell.2008.02.03318342362

[B35] TakedaAIwasakiSWatanabeTUtsumiMWatanabeYThe mechanism selecting the guide strand from small RNA duplexes is different among argonaute proteinsPlant Cell Physiology200849449350010.1093/pcp/pcn04318344228

[B36] LinKYChengCPChangBCHWangWCHuangYWLeeYSHuangHDHsuYHLinNSGlobal Analyses of Small Interfering RNAs Derived from Bamboo mosaic virus and Its Associated Satellite RNAs in Different PlantsPLoS ONE201058e1192810.1371/journal.pone.001192820689857PMC2914070

[B37] MangwendeTWangMLBorthWHuJMoorePHMirkovTEAlbertHHThe P0 gene of Sugarcane yellow leaf virus encodes an RNA silencing suppressor with unique activitiesVirology20093841385010.1016/j.virol.2008.10.03419046592

[B38] KellyLGerlachWLWaterhousePMCharacterisation of the subgenomic RNAs of an Australian isolate of barley yellow dwarf luteovirusVirology1994202256557310.1006/viro.1994.13788030222

[B39] AshoubARohdeWPruferDIn planta transcription of a second subgenomic RNA increases the complexity of the subgroup 2 luteovirus genomeNucleic Acids Research199826242042610.1093/nar/26.2.4209421494PMC147298

[B40] MayoMAZiegler-GraffVMolecular biology of luteovirusesAdvances in Virus Research199646413460882470510.1016/s0065-3527(08)60077-9

[B41] ChitwoodDHTimmermansMCPSmall RNAs are on the moveNature2010467731441541910.1038/nature0935120864994

[B42] HarveyJJWLewseyMGPatelKWestwoodJHeimstadtSCarrJPBaulcombeDCAn Antiviral Defense Role of AGO2 in PlantsPLoS ONE201161e1463910.1371/journal.pone.001463921305057PMC3031535

[B43] WangXBJovelJUdompornPWangYWuQLiWXGasciolliVVaucheretHDingSWThe 21-Nucleotide, but Not 22-Nucleotide, Viral Secondary Small Interfering RNAs Direct Potent Antiviral Defense by Two Cooperative Argonautes in *Arabidopsis thaliana*Plant Cell2011114http://www.ncbi.nlm.nih.gov/pmc/articles/PMC3101545/Advance Online Publication10.1105/tpc.110.082305PMC310154521467580

[B44] ChapmanEJCarringtonJCSpecialization and evolution of endogenous small RNA pathwaysNature Reviews Genetics200781188489610.1038/nrg217917943195

[B45] MartinezGDonaireLLlaveCPallasVGomezGHigh-throughput sequencing of Hop stunt viroid-derived small RNAs from cucumber leaves and phloemMolecular Plant Pathology201011334735910.1111/j.1364-3703.2009.00608.x20447283PMC6640512

[B46] VargasonJMSzittyaGBurgyanJTanaka HallTMSize selective recognition of siRNA by an RNA silencing suppressorCell2003115779981110.1016/S0092-8674(03)00984-X14697199

[B47] XieZKasschauKDCarringtonJCNegative feedback regulation of Dicer-Like1 in Arabidopsis by microRNA-guided mRNA degradationCurrent Biology200313978478910.1016/S0960-9822(03)00281-112725739

[B48] QuFYeXMorrisTJArabidopsis DRB4, AGO1, AGO7, and RDR6 participate in a DCL4-initiated antiviral RNA silencing pathway negatively regulated by DCL1Proc Natl Acad Sci USA200810538147321473710.1073/pnas.080576010518799732PMC2567185

[B49] ShivaprasadPVRajeswaranRBlevinsTSchoelzJMeinsFJrHohnTPoogginMMThe CaMV transactivator/viroplasmin interferes with RDR6-dependent trans-acting and secondary siRNA pathways in ArabidopsisNucleic Acids Research200836185896590910.1093/nar/gkn59018801846PMC2566869

[B50] DunoyerPHimberCVoinnetODICER-LIKE 4 is required for RNA interference and produces the 21-nucleotide small interfering RNA component of the plant cell-to-cell silencing signalNature Genetics200537121356136010.1038/ng167516273107

[B51] SilvaTFCorreaRLCastilhoYSilviePBelotJLVaslinMFSWidespread distribution and a new recombinant species of Brazilian virus associated with cotton blue diseaseVirology Journal200851231131893785010.1186/1743-422X-5-123PMC2583970

[B52] Varkonyi-GasicEHellensRPKovaIchuk I, Zemp FqRT-PCR of Small RNAsPlant Epigenetics: Methods and Protocols, Methods in Molecular Biology20106311091222020487210.1007/978-1-60761-646-7_10

[B53] ArticoSNardeliSMBrilhanteOGrossi-de-SaMFAlves-FerreiraMIdentification and evaluation of new reference genes in Gossypium hirsutum for accurate normalization of real-time quantitative RT-PCR dataBMC Plant Biology201010492122030267010.1186/1471-2229-10-49PMC2923523

[B54] ZhaoSFernaldRDComprehensive algorithm for quantitative real -time polymerase chain reactionJournal of Computational Biology2005121047106410.1089/cmb.2005.12.104716241897PMC2716216

[B55] LetunicIDoerksTBorkPSMART 6: recent updates and new developmentsNucleic Acids Research200937D229D23210.1093/nar/gkn80818978020PMC2686533

[B56] VandesompeleJDe PreterKPattynFPoppeBVan RoyNDe PaepeASpelemanFAccurate normalization of real-time quantitative RT-PCR data by geometric averaging of multiple internal control genesGenome Biology2002371121218480810.1186/gb-2002-3-7-research0034PMC126239

How the deposited data were processed for this re-analysis (not part of the article)

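Small RNAs of 3 libraries were analysed, 2 from CLRDV-infected cotton leaves and 1 from uninfected leaves. The authors sequenced the libraries on an Illumina platform, sorted the reads by index, removed the adapters and collapsed identical reads. They deposited 27 sequence lists, 1 per library and read length from 18 to 26 nt, in which the name of each record carries the rank and the number of reads of a distinct sequence. The unit is raw reads per distinct sequence, without normalization. The lists held 6,569,610 reads in infected replicate 1, 11,914,703 in infected replicate 2 and 7,866,847 in the uninfected library.

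The viral sequence was assembled from the deposited reads with code written in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, numba 0.67.0). Starting from sequences with a 10-fold enrichment in each infected library over the uninfected one, contigs were extended by sequences with at least 2 reads and overlaps of at least 13 nt, those of at least 1,000 nt were kept (3,449 and 1,374 nt), and these were joined into a draft of 5,645 nt. Setting each base by the majority of reads changed 5 bases, and 26 and 7 nt were taken off the ends. Since the consensus comes from the infected libraries, its coverage by their reads is no independent measure. Reads were assigned to either strand of the consensus without a mismatch. Up to 1 mismatch, up to 2 mismatches and a consensus corrected with either infected library alone were the alternatives.

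Shares are given per library with 95% Wilson intervals, which cover counting error only. At these depths the intervals of many vsRNA read shares in infected leaves were narrower than the differences between the replicates, but not those of several shares of unique sequences or of 5′ A at 24 nt, and the 2,054 viral reads of the uninfected library gave wide ones. Reads overlapping the ends of the consensus were left out of the count of uncovered positions (25 nt at each end). Profiles of size classes were compared over 50-nt windows with Spearman's rho and a one-sided circular-shift permutation test, adjusted by the method of Benjamini and Hochberg over 12 pairs, and with 100-nt windows as the alternative. The hottest window of a library is the 22-nt window with the most reads of 21-22 nt lying wholly inside it. Antisense partners were looked for at offsets of up to 10 nt.

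Endogenous sequences were those without a perfect viral match, and no cotton genome was used. Sequences with at least 30 counts over the 3 libraries were tested with limma 3.58.1 (limma-trend) in R 4.3.3, on log2 CPM with a pseudocount of 0.5 and factors of trimmed means of M-values (trims of 0.3 and 0.05), at a Benjamini-Hochberg threshold of 0.05. limma was used in place of the planned edgeR test, which was not run although the counts are raw. With 1 residual degree of freedom, the uninfected library was assumed to vary like the infected ones. The prior degrees of freedom were infinite, so every standard error came from the trend of variance with abundance, not from the sequence's own spread. The alternatives were library size without TMM, minimum counts of 10 and 100, and the removal of sequences near the virus. The procedure was tested on simulated data of 57,465 sequences, of which 200 changed by a log2 of 4. At dispersions of 0.01, 0.1 and 1 it recovered 200, 197 and 3 of them, with 3, 24 and 20 false calls, so it finds few changes where replicates vary widely.

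Sequences are named where the paper names them, or where they were the most abundant vsRNAs by their mean over the infected libraries, the most abundant endogenous sequence or the endogenous sequences with the largest changes called in either direction. Spread between libraries was measured as the share of sequences differing over 4-fold, at a mean of at least 10 CPM. The quantitative PCR and the sequence of the authors' viral isolate were not used here. Figures were drawn with matplotlib 3.10.9.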

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

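The comparison of single sequences between the infected replicates was chosen only after the result was seen, whereas the count of near-viral sequences was chosen before its result was seen.

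The hottest 22-nt window of infected replicate 2 was not part of the paper's analysis. It lay at positions 4903-4924 and held 0.901% of the 21-24-nt vsRNA reads of that library (95% Wilson interval 0.876-0.928%), but 34 reads or 0.00603% in infected replicate 1 and 0 of 1,670 reads in the uninfected library. A technical explanation is that the yield of single sequences differs between libraries, whether plant or viral. Of the endogenous sequences, 55.1% differed over 4-fold between the infected replicates, against 54.8% of the vsRNAs, which is consistent with this explanation. Differences in the viral population or in dicing between the plants may add to it and were not tested. Because replicate 2 was sequenced in another channel, channel and plants cannot be told apart.

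In the limma test, which the paper did not make, 16 endogenous sequences were higher in infected leaves and 2 were lower, among 57,465 tested. Viral reads with mismatches that were counted as endogenous made up 25% of the higher ones (4 of 16), so they are unlikely to account for most of them. The largest change among the higher ones was that of CGAAATCGACTAAAGTTGTGGCA, with 563 reads in infected replicate 1, 477 in infected replicate 2 and 0 in the uninfected library (log2 fold change 9.57, adjusted p = 0.00374 from limma), and it is near the virus. GCACCAGTGGTCTAGTGGTA had 58, 3,243 and 0 reads (log2 fold change 9.32, adjusted p = 0.00479 from limma), most of them in replicate 2. With 0 reads in the uninfected library, these folds depend on the pseudocount and are no bounds. The lower ones were GAACTGGGTTTGTTGGCTGC, with 417, 0 and 3,824 reads (log2 fold change -8.50, adjusted p = 0.00479 from limma), and GCATGAGGGGAGTCATGCAGG, with 7, 1 and 1,221 reads (log2 fold change -8.96, adjusted p = 0.0397 from limma). The fold of the former rests on the 0 reads in replicate 2 and thus also on the pseudocount, since its normalized log2 values were 6.14 in replicate 1 and 9.18 in the uninfected library. In replicate 2 the value was -4.76, yet the standard error was 1.66. Standard errors here came from the trend of variance with abundance. The adjusted p-values of these 4 sequences therefore do not weigh how far the replicates of a sequence disagreed. In simulated data the same test gave between 3 and 24 false calls, so as many calls as were found could be false. The simulated libraries shared a dispersion and had no channel effect, so this range does not bound the false calls here. At a mean of at least 10 CPM, the log2 ratios of endogenous sequences had a standard deviation of 3.60 between the infected replicates. Between infected replicate 1 and the uninfected library it was 2.57. Without a second uninfected library, a biological change cannot be separated from the spread between libraries.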

How the results depend on the processing

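The shares over all reads sequenced, the removal of the most abundant 21-nt sequence, the removal of near-viral sequences for Gh-miR162 and for the endogenous sequences called changed, and the minimum of 20 reads for antisense partners were chosen only after the result was seen, and the other alternatives before the data were examined.

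Of 104 alternatives over 18 results, 80 left the result the same, 21 moved it and 3 reversed it. The 24-nt endogenous class without infected replicate 2 is counted as the same although its sign changed, because the replicates differed in sign to begin with. Of the planned ones, 76 left it the same, 18 moved it and 2 reversed it. Values are means of both infected libraries. No paired analysis was possible because the libraries came from different plants and only 1 was uninfected. Leaving out 1 of the 2 infected libraries moves a mean by less than their standard deviation by construction, so those alternatives could not move a share beyond it. DESeq2 was not run on Gh-miR162 or on the endogenous sequences, although the raw counts did not rule it out. The endogenous sequences were not tested without infected replicate 1 or 2, since 1 library against 1 leaves no residual degrees of freedom.

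The 21-nt endogenous class reversed. Its mean log2 ratio of infected to uninfected was -0.65, but 0.32 with each distinct sequence counted once. Without the 10 most abundant sequences it was 0.20, which averages -0.008 in infected replicate 1 and 0.41 in infected replicate 2. Without the most abundant 21-nt sequence it was 0.038, which averages -0.12 in infected replicate 1 and 0.19 in infected replicate 2. With either removal, the ratio was thus above 0 in replicate 2 only. Most of the decrease in replicate 1 and all of that in replicate 2 went with the most abundant 21-nt sequence. Over all reads sequenced, a total that also holds viral reads and reads of other lengths, the mean was -1.02. The mean log2 ratio of the 24-nt class was -0.08 and moved to -0.30 without the 10 most abundant sequences and to -0.45 over all reads sequenced. Its direction depended on the replicate, with 0.03 without infected replicate 2 and -0.20 without infected replicate 1. The 21-nt class ranged from -0.74 to -0.55 between these.

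Unique vsRNAs moved from a mean of 35,957 to 82,892 with up to 1 mismatch and to 94,982 with up to 2, and were 24,083 with at least 2 reads, just within the limit of 1.5 times. The 22-nt class moved from 37.5% of reads to 42.5% with 21-24-nt vsRNAs as the total and to 36.3% with up to 2 mismatches, and from 18.4% of unique vsRNAs to 21.5% with at least 2 reads, 24.1% with up to 1 mismatch and 24.0% with up to 2. With each sequence counted once, 5′ C at 22 nt moved from 37.9% to 28.1%, 5′ A at 24 nt from 53.5% to 32.7%, the 3′ region from 79.0% to 48.1% and ORF5 from 64.0% to 34.3%. Without the hottest window, 5′ A was 53.9% and ORF5 62.3%. The stretch from position 2807 to the end held 87.1%. Antisense partners at the 2-nt overhang moved from 67.2% to 58.2% with at least 2 reads and 28.6% with at least 20, since fewer sequences are left to pair. For the other moved values the cause was not tested.

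The endogenous sequences called changed were 18 (16 higher, 2 lower), but 36 without TMM (34 higher, 2 lower) and 1 with at least 100 counts (0 higher, 1 lower). With at least 10 counts they were 22, and without near-viral sequences 12. The log2 fold change of Gh-miR162 stayed above 0 throughout and its adjusted p from limma ranged from 0.930 to 0.970.

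Without either infected library, the results ranged from 4.74% to 9.80% for vsRNA reads, 35,411 to 36,502 for unique vsRNAs, 47.0% to 50.3% for sense reads, 36.7% to 38.3% and 18.0% to 18.9% for the 22-nt class by reads and unique vsRNAs, 34.9% to 40.8% for 5′ C, 53.3% to 53.7% for 5′ A, 77.7% to 80.2% for the 3′ region, 63.4% to 64.6% for ORF5, 0.926 to 0.927 for the lowest rho, 0.15 to 0.72 for Gh-miR162 and 67.1% to 67.3% for the overhang. Uncovered positions stayed at 0. The hottest window rested on infected replicate 1, with 3.52% there and 0.901% without it, and the vsRNA share without infected replicate 1 was lower by more than 1.5 times than its mean of 7.27%.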

Differences from the paper's values

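The sums of coverage over the hottest window, the shares over all reads sequenced and the removal of the most abundant 21-nt sequence were chosen only after the result was seen.

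For the hottest window of infected replicate 1, the paper gives 398,897 reads, and 19,830 reads of 21-22 nt lay wholly inside it here. None of the alternatives recomputed this number. After the values were seen, 2 sums of coverage over its 22 positions were tried, which gave 616,894 for 21-24-nt reads and 411,831 for 22-nt reads alone, the latter nearer to the paper's number. For unique vsRNAs the paper gives 51,607, and 36,502 were counted here, within 1.5 times. The alternatives of up to 1 mismatch (84,288), up to 2 mismatches (95,567) and at least 2 reads (24,120) differed from the paper's number by more. For the first nucleotides, the values differed from the paper's by more than 1.5 times only with each distinct sequence counted once.

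The paper states that C was the most common first nucleotide of 21, 22 and 23-nt vsRNAs. In infected replicate 1, C led at 21 and 22 nt, but at 23 nt A made up 35.0% and C 34.0%. Without the hottest window both made up nearly the same share there (34.6% and 34.5%). In infected replicate 2, T led at 21 and 22 nt and A at 23 nt. With each sequence counted once, C led in that library at 22 nt (28.4% against 27.7% for T) and at 23 nt (27.5% against 26.8% for T), and T at 21 nt (28.5% against 27.7% for C), all within counting error. In infected replicate 1, T then led at 21 nt (30.1% against 26.2% for C) and, within counting error, at 22 nt (28.4% against 27.7% for C), and A led at 23 nt, also within counting error of T. In replicate 2, without the hottest window, C and T were level at 22 nt.

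The paper states that 24-nt and 21-nt endogenous sRNAs decreased in infected plants. The 24-nt class was lower by number of reads in infected replicate 1 (2,661,536 against 3,469,513) but higher in infected replicate 2 (4,372,807), and as a share of endogenous reads it was not lower in infected replicate 1 (44.9% against 44.1%) but lower in infected replicate 2 (38.5%). It was lower in both infected libraries with each distinct sequence counted once (log2 ratios of -0.11 and -0.07), without the 10 most abundant sequences (-0.17 and -0.43), without the most abundant 21-nt sequence (-0.09 and -0.32) and over all reads sequenced (-0.54 and -0.37).

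The paper describes stretches of the genome without unique vsRNAs, among them 1 of 21 nt. In the consensus 0 positions were uncovered, which follows from its construction, and the stretch at the same distance from the hottest window was covered by at least 2,710 reads in infected replicate 1. The paper ranks unique vsRNAs of 21 nt ahead of those of 23 nt, and in infected replicate 1 they numbered 5,625 and 5,628, a difference within counting error.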

Other observations

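The tests of unseen sequences, of the excess in 1 window, of the abundant 21-nt sequence and of partners with at least 20 reads were chosen only after the result was seen.

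As a mixture of both infected libraries, 82.8% of the viral reads of the uninfected library were given to infected replicate 1, from the same channel. Other values were divided. The profile of the uninfected library along the consensus had a rho of 0.798 with replicate 1 and 0.801 with replicate 2, and its 22-nt viral reads began with C in 36.2% and T in 37.2% of cases, nearer to replicate 2. The ratio of T to C at 21 nt (1.31, against 0.852 in replicate 1 and 1.07 in replicate 2) was also nearer to replicate 2. The share of uninfected viral reads unseen in each infected library (6.67% for replicate 1 and 10.1% for replicate 2) was nearer to replicate 1. So was the ratio of T to C at 23 nt (0.537, against 0.684 and 0.955). A single sequence, CTATTTAGGATTGTGGAATTGGC, held 129 of the 231 uninfected 23-nt reads beginning with C, so the 23-nt ratio rests largely on it. Reads of replicate 1 assigned to the wrong library would be a source, but the 6.67% (5.67-7.83%) of uninfected viral reads in sequences unseen in replicate 1 lay above the share predicted from its singletons. In the window at positions 4151-4200, the uninfected library held 19.6% of its 21-24-nt viral reads, and the ratio of uninfected to replicate 1 reads was 1.68% there and 0.247% elsewhere. Such assignment is thus unlikely to be the only source, and it may be a part of it. A low level of infection or carry-over at another step was not tested.

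The first nucleotide of 22-nt vsRNAs was led by C in infected replicate 1 and by T in infected replicate 2. A bias on the ends of all small RNAs is unlikely, since the ratio of T to C among endogenous 22-nt reads was 1.62 in replicate 1 and 1.54 in replicate 2, whereas among vsRNAs it was 0.653 and 1.05. The hottest window of replicate 1 is not the cause of the lead of C there either, as C made up 36.8% and T 28.5% without it. Without the hottest window of replicate 2, C (35.6%) and T (35.5%) were level in that library.

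Single endogenous sequences differed over 4-fold in 30.4% of cases between infected replicate 1 and the uninfected library, which shared a channel, and in 62.8% between infected replicate 2 and the uninfected library. The infected replicates were thus less alike than an infected and an uninfected library of the same channel. This is consistent with an effect of the channel, but the channel cannot be told apart from the plants and preparation of replicate 2.

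The lower share of 21-nt endogenous reads in infected leaves is consistent with a change of 1 sequence. Without TTTGGATTGAAGGGAGCTCTA, the 21-nt class of the uninfected library fell to 10.5%, which lay between 9.68% in infected replicate 1 and 12.0% in infected replicate 2. In the limma test its log2 fold change was -3.07 (standard error 6.96, adjusted p = 0.959 from limma), so a change by infection was not called. Its normalized log2 values were 14.2 and 13.2 in infected replicates 1 and 2 and 16.8 in the uninfected library. The standard error came from the trend of variance with abundance and not from these values. The missing call is thus no evidence against a change, which 1 uninfected library cannot settle.

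Antisense partners at the 2-nt 3′ overhang were found for 28.3% of sense sequences with at least 20 reads in infected replicate 1, against a median of 19.8% at the other offsets. Dense coverage alone, which pairs every offset alike, is therefore unlikely to be the whole cause. However, all offsets from -10 to -1 nt lay above those from 0 to 10 nt at both lengths in this library. At 22 nt, the negative offsets other than -2 nt held 27.1% to 30.7%, against 19.9% to 23.4% from 0 to 10 nt. Much of the excess over the median was thus shared by this side and does not single out the 2-nt overhang. The next highest offset reached 27.0% in this library, within counting error, and for its 21-nt sequences alone 2 other offsets ranked above the 2-nt overhang.

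Mismatches of 22-nt viral reads with 1 mismatch lay at the last nucleotide in 44.3% of cases in infected replicate 1, against a median of 2.23% at nucleotides 2 to 21, and in 55.4% in infected replicate 2. Sequencing errors spread along the read are thus unlikely to account for the excess at the last nucleotide, but they could account for those at nucleotides 2 to 21. The first nucleotide, with 9.44% in replicate 1 and 6.71% in replicate 2, also lay above these, and its excess was not explained. The mismatched last nucleotide was A in 53.1% and T in 34.6% of cases in replicate 1. Addition of nucleotides to the 3′ end is a candidate explanation, and errors left by adapter removal could give a similar pattern and were not tested. A gradual rise of errors is unlikely, as nucleotide 21 held 3.01% in replicate 1 and 2.61% in replicate 2.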
